# Identification of Transcriptome SNPs for Assessing Allele-Specific Gene Expression in a Super-Hybrid Rice Xieyou9308

**DOI:** 10.1371/journal.pone.0060668

**Published:** 2013-04-17

**Authors:** Rongrong Zhai, Yue Feng, Xiaodeng Zhan, Xihong Shen, Weiming Wu, Ping Yu, Yingxin Zhang, Daibo Chen, Huimin Wang, Zechuan Lin, Liyong Cao, Shihua Cheng

## Abstract

Hybridization, a common process in nature, can give rise to a vast reservoir of allelic variants. Combination of these allelic variants may result in novel patterns of gene action and is thought to contribute to heterosis. In this study, we analyzed genome-wide allele-specific gene expression (ASGE) in the super-hybrid rice variety Xieyou9308 using RNA sequencing technology (RNA-Seq). We identified 9325 reliable single nucleotide polymorphisms (SNPs) distributed throughout the genome. Nearly 68% of the identified polymorphisms were CT and GA SNPs between R9308 and Xieqingzao B, suggesting the existence of DNA methylation, a heritable epigenetic mark, in the parents and their F_1_ hybrid. Of 2793 identified transcripts with consistent allelic biases, only 480 (17%) showed significant allelic biases during tillering and/or heading stages, implying that *trans* effects may mediate most transcriptional differences in hybrid offspring. Approximately 67% and 62% of the 480 transcripts showed R9308 allelic expression biases at tillering and heading stages, respectively. Transcripts with higher levels of gene expression in R9308 also exhibited R9308 allelic biases in the hybrid. In addition, 125 transcripts were identified with significant allelic expression biases at both stages, of which 74% showed R9308 allelic expression biases. R9308 alleles may tend to preserve their characteristic states of activity in the hybrid and may play important roles in hybrid vigor at both stages. The allelic expression of 355 transcripts was highly stage-specific, with divergent allelic expression patterns observed at different developmental stages. Many transcripts associated with stress resistance were differently regulated in the F_1_ hybrid. The results of this study may provide valuable insights into molecular mechanisms of heterosis.

## Introduction

Hybridization, a common process in nature, is an important component of plant breeding. This process may lead to speciation, adaptive evolution, and ecological innovation [1], [2], [3], [4], and can give rise to a vast reservoir of allelic variants [5]. Combination of these allelic variants may result in novel patterns of gene action, and is thought to contribute to heterosis, a phenomenon in which hybrids show improved and superior performance compared with either inbred parental line [6], [7], [8]. Most efforts to understand the genetic mechanisms of heterosis have been focused on total gene expression levels in hybrids and their parents, with differential regulation of parental alleles in hybrids not well characterized. Although allele-specific gene expression (ASGE) in inter-specific hybrids has been reported in insects [9], fish [10], mammals [11], [12], and plants [5], [13], [14], illuminating the direct impact of parental alleles on gene regulation, these studies were conducted using a limited number of genes.

Recently-developed next-generation high-throughput RNA sequencing technology (RNA-Seq) has enabled the analysis of genome-wide ASGE, facilitating the examination of allelic contributions to gene expression in hybrids. Allelic expression bias in hybrids has been found to be correlated with parental differences [15], with *trans* effects possibly mediating most hybrid transcriptional differences [16]. No attempt has been made, however, to compare ASGE at different developmental stages on a global transcriptomic scale.

In this study, we focused our research on the late-stage high-vigor super-hybrid rice variety, Xieyou9308, which has a grain yield as high as 12.23×10^3^ kg⋅hm^−2^ and was designated as a ‘super rice’ by the Chinese Ministry of Agriculture in 2005 [17]. Xieyou9308 is derived from a cross between the restorer line R9308 (with 25% *japonica* genetic composition) and the maternal line Xieqingzao B (*indica*). We applied RNA-Seq technology to assess genome-wide ASGE in the hybrid genetic background at tillering and heading stages. Results from this study indicate that the parental alleles have unequivalent functions in the hybrid, which may have an impact on heterosis.

## Materials and Methods

### Plant materials and RNA isolation

Experiments were conducted in 2011 on Xieyou9308, a super-hybrid rice commonly planted in China, and its parents Xieqingzao B (female) and R9308 (male). After approximately 30 d of growth in the field at the China National Rice Research Institute, Fuyang, China, 40 seedlings of each genotype were transplanted into plots of plastic foam floating in a pool filled with nutrient solution. Two roots of each genotype were collected at tillering and heading stages and immediately frozen in liquid nitrogen. Total RNA was extracted from roots with Trizol reagent (Invitrogen, Carlsbad, CA) and purified using an Oligotex mRNA Midi kit (Qiagen, Valencia, CA). RNA quality was assessed on a Bioanalyzer 2100 (Aligent, Santa Clara, CA); all samples were found to have RNA Integrity Number (RIN) values greater than 8.5.

### RNA-Seq library preparation and sequencing

Poly(-A)-containing mRNA was isolated from total RNA in two rounds of purification using poly-T oligo-attached magnetic beads. Purified mRNA was then fragmented using an RNA fragmentation kit, converted to cDNA using reverse transcriptase and random primers, and PCR amplified for 18 cycles (Illumina). PCR products were loaded onto an Illumina Hiseq2000 instrument and subjected to paired-end (100 bp ×2) sequencing for 100 cycles. Processing of fluorescent images into sequences, base calling, and quality value calculations were performed via the Illumina data processing pipeline (version 1.8).

### Single nucleotide polymorphism (SNP) diversity analysis

After filtering out low-quality reads (i.e., reads in which more than 30% bases had Q-scores below 20) from the raw reads, we discarded low-quality bases (Q<20) from the 5′ and 3′ ends of the remaining high-quality reads. Cleaned RNA-Seq reads were mapped to the Nipponbare reference genome (IRGSP build 5.0) using RSEM (v1.1.11) [18]. SNPs were identified by comparing sequencing reads of homologous genes between R9308 and Xieqingzao B according to the following criteria: 1) a SNP was called when all R9308 and/or Xieqingzao B reads produced a consensus base and the base is different from each other. 2) at least 10 reads were needed to support each SNP in each parent. For F_1_ hybrid read counting, transcripts showing less than 20 SNP supporting reads were discarded to increase the power of allele-specific expression data. 3) SNPs occurring at both tillering and heading stages and those with quality scores ≥20 in the output file were retained for further analysis. Allelic bias in hybrids was identified by determining for each SNP if there was significant deviation from the binomial distribution of parental alleles (i.e., the allele ratio in the hybrids deviated from 1.0). The data discussed in this publication have been deposited to GeneBank GEO database under accession number GSE43727 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE43727).

### Transcriptome profile analysis

Differential expression was estimated and tested using the R software module edgeR (R version: 2.14; edgeR version: 2.3.52) [19]. We characterized gene expression levels in terms of reads per kb per million reads (RPKM) [20], caculated false discovery rate (FDR) for each transcript, and estimated fold changes (FC) and log_2_ values of FC. Transcripts that exhibited an FDR ≤0.05 and an estimated absolute log_2_ (FC) ≥1 were considered to be significantly differentially expressed. Transcript coverage was estimated as the number of mapped reads for a locus multiplied by 100 bp and then divided by the summed exon length of that locus.

## Results

### Deep sequencing and mapping of RNA-Seq reads

RNA-Seq technology is a powerful approach for transcriptional analysis and ASGE assessment [21], [22]. 

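RNA from roots of the hybrid Xieyou9308 and of its parents R9308 and Xieqingzao B was sequenced at the tillering and heading stages, with 2 roots per genotype and stage, 12 samples in all. The authors pooled the reads of the 2 roots, mapped them to the Nipponbare reference genome and deposited 1 table of SNP calls. For each of 249857 sites it gives the transcript, the position within the transcript, the reference base, and, for each of the 6 pooled combinations of genotype and stage, the called base or bases, the number of supporting reads and a quality score. Because the roots were pooled, no spread between replicates could be computed, and all intervals and tests cover counting error only. Reads amplified by PCR are not independent molecules. Where 2 bases were called, the depth is a pair of numbers, with the reference reads first and the alternative reads second. Over the SNPs retained by the criteria of the paper, 866687 reads supported the 2 alleles in Xieyou9308 at tillering and 801860 at heading, with a median depth per SNP of 66 and 61. The median depth at these SNPs was 94 in R9308 and 64 in Xieqingzao B at tillering, and 65 and 76 at heading. The R9308 allele share is the number of R9308 allele reads divided by the reads of both alleles, and each SNP was tested with a two-sided exact binomial test against a share of 0.5. The read pairs were used as deposited. In the 6 columns together there were 398437 read pairs, and 366 of them had 13 to 31 reference reads with 1 to 12 alternative reads. None of these 366 pairs could be a day and month of the calendar. The mirror image, with 1 to 12 reference reads and from 13 alternative reads up to the last day of the month of that number, held 87917 pairs, which are called date-like here. The next block, with 32 to 44 reference reads and 1 to 12 alternative reads, held 6467 pairs. Among the retained SNPs, 1227 had a date-like pair in Xieyou9308 at tillering and 1394 at heading.

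**Figure D1:**
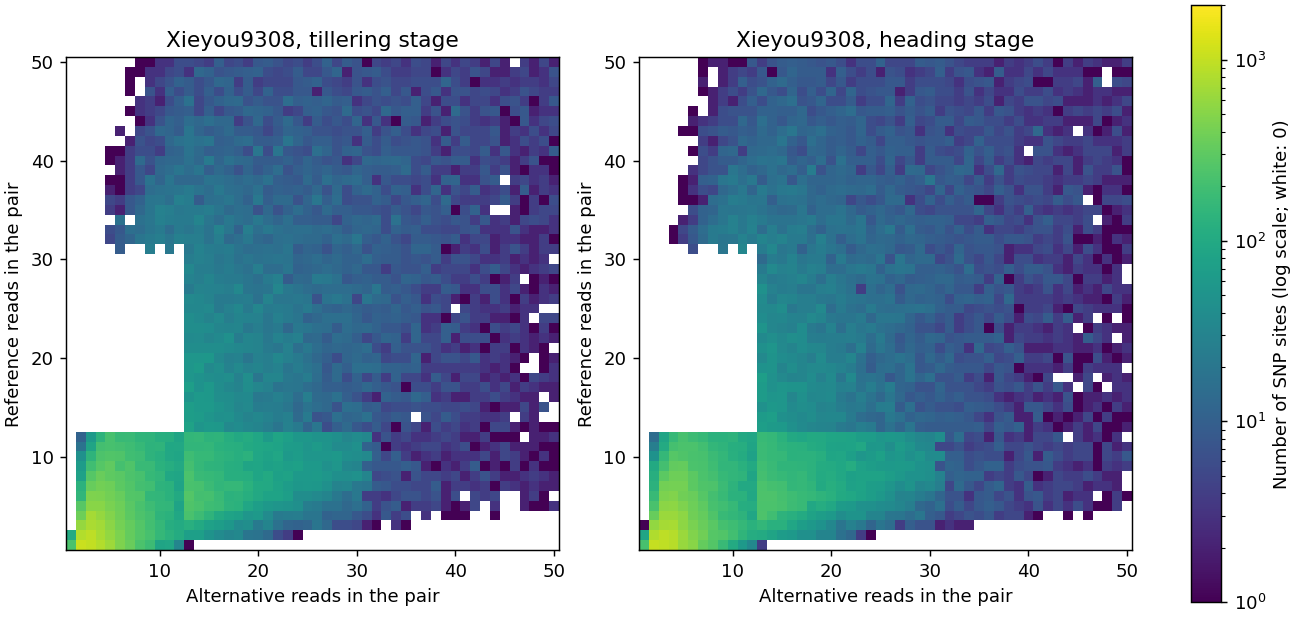
Number of SNP sites (colour, log scale) by the reference reads and the alternative reads of each read pair deposited for Xieyou9308, up to 50 reads of each, at tillering (left) and heading (right). The rectangle from 13 to 31 reference reads and 1 to 12 alternative reads is empty apart from pairs with 31 reference reads that are no calendar date.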

To measure ASGE patterns in rice, we amplified cDNA fragments from a heterotic cross involving Xieyou9308, its maternal line Xieqingzao B, and paternal line R9308, and sequenced them on an Illumina Hiseq2000 platform. In total, 448 million short reads were obtained at tillering and heading stages, with 391 million high-quality 100-bp reads selected for further analysis. With respect to gene expression levels, the two biological replicates were in good agreement (0.86< *R* ^2^<0.96). We then pooled and aligned the short reads against the Nipponbare reference genome (IRGSP build 5.0), and found that 50.32–73.09% of reads were mapped to exonic regions, 2.12–2.83% to intronic regions, and 4.04–5.66% to intergenic regions (Figure 1). A total of 38,872 annotated transcripts were represented by at least one sequence read. On average, 9301 reads were detected per identified annotated transcript, providing greater than 70-fold coverage of the annotated transcriptome.

**Figure 1:**
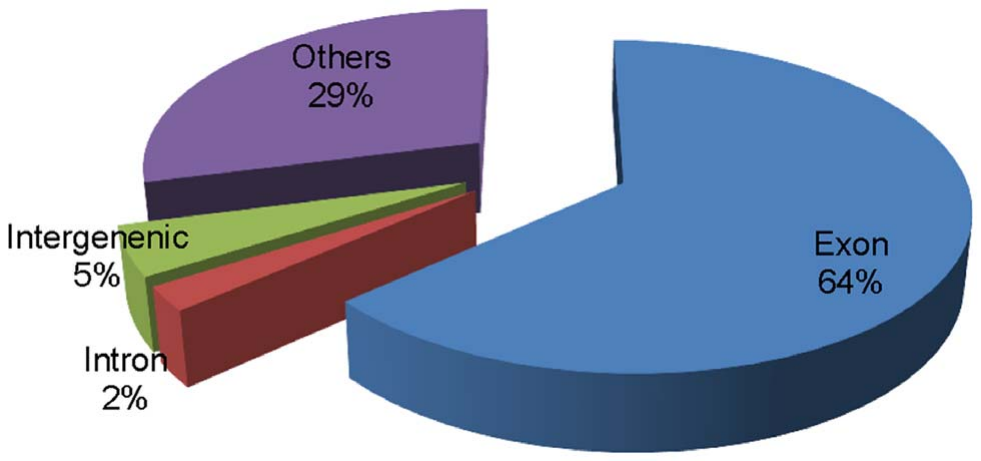
Distribution of reads from RNA-Seq.

### Identification of SNPs

Xieyou9308 is an elite super-hybrid rice processing superior root and aboveground phenotypes relative to its two parents (Figure 2). Although this superior performance may be due to interaction of the two genomes, the genetic mechanisms involved in producing such hybrid phenotypes are not well understood. To investigate ASGE in the hybrid, we identified SNPs from sequencing reads by comparing each base position in exons of 38,872 annotated transcripts. After applying quality control criteria, 9325 SNPs (3746 transcripts) were further analyzed (Table S1). 

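Applied to the deposited table, the criteria gave 9325 SNPs in 3746 transcripts of 3685 loci. A single base in both parents at both stages was called at 73539 sites, and it was the same at both stages at 72758. The parents differed at 29935 of these, and 18070 had at least 10 reads in each parent at each stage. The hybrid showed both parental bases at both stages at 13208, of which 9747 had at least 20 reads at each stage. The quality score was at least 20 in all 6 columns at 9325. By the chromosome number in the transcript identifiers, between 403 SNPs (chromosome 8) and 1301 SNPs (chromosome 3) were retained per chromosome. A single SNP was retained in 1799 transcripts and more than 1 in 1947, with at most 30. Over the alternatives, the number of SNPs ranged from 1762 in 948 transcripts, with only SNPs at which Xieqingzao B has the reference base, to 21601 in 6555 transcripts, when SNPs only had to pass at 1 stage.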

The most frequently occurring SNPs involved C to T substitutions or their complements (corresponding to G to A mutations on the opposite strand). 

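Of the 9325 SNPs between R9308 and Xieqingzao B, 6309 were transitions, a share of 67.7% (Wilson 95% interval 66.7% to 68.6%), against 1 in 3 if the 12 types were equally frequent. With the R9308 base first, C/T made up 18.5% of the SNPs, T/C 16.9%, G/A 16.6% and A/G 15.7%. Each of the 8 transversion types made up between 3.69% and 4.90%. Every alternative set of SNPs gave a transition share above 1 in 3.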

Combined, these mutation types accounted for 68% of all SNPs detected between R9308 and Xieqingzao B (Figure 3); this percentage is twice that expected if all types of mutations were equally likely. Because the genome of R9308 and Xieqingzao B has been sequenced in 2010, we selected a subset of 25 SNPs and compared them from genome sequencing and RNA-Seq. The results showed that the SNPs from the two methods were in good agreement.

**Figure 2:**
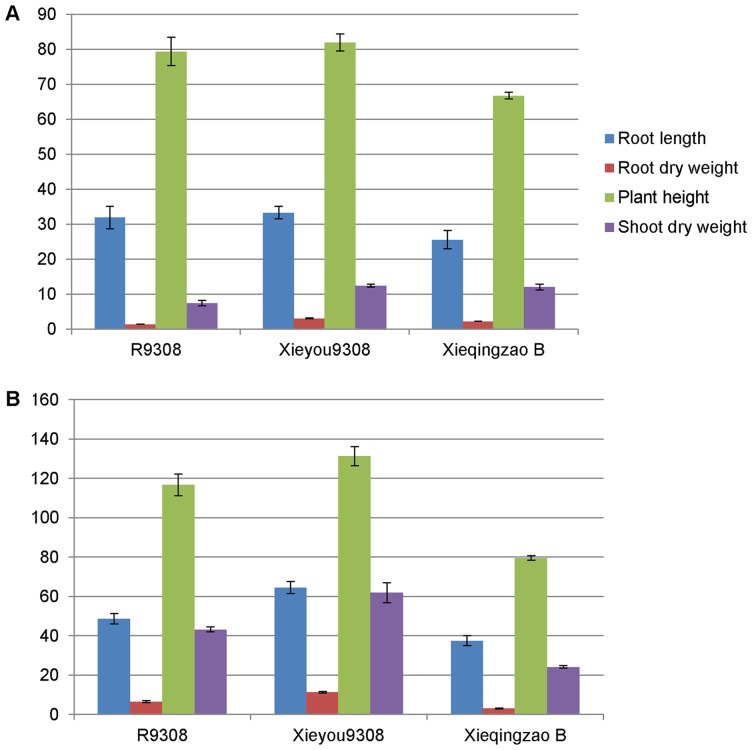
Illustration of heterosis in Xieyou9308 at tillering (A) and heading (B) stages.

**Figure 3:**
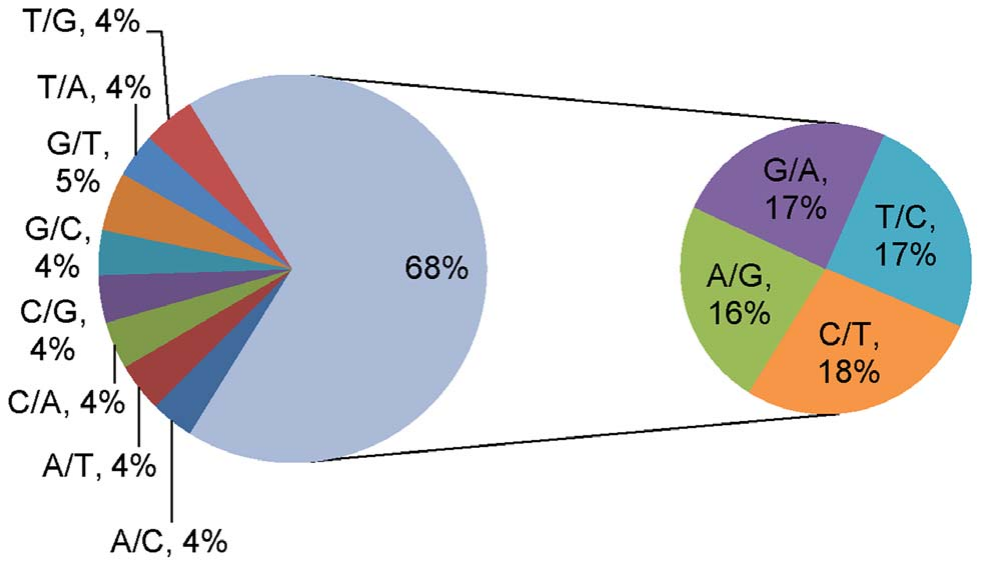
Relative proportion of SNP types in R9308 versus Xieqingzao B.

### Allelic bias of gene expression is correlated with parental differences

To ensure accuracy and reliability, only SNPs exhibiting a significant allelic bias (*P*<0.01) were included in our analyses. In addition, among those transcripts with more than one SNP identified, two showed a contradictory allelic expression bias for different SNPs and were excluded from further analyses. 

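At the threshold of 0.01, 1519 of the 9325 SNPs were significant at tillering and 1590 at heading. In 45 transcripts at tillering and 52 at heading, at least 1 SNP was significantly biased towards R9308 and another towards Xieqingzao B, which makes 87 transcripts at 1 stage or both. A call that differed between SNPs of a transcript, with no call counted as a call of its own, was found in 945 transcripts. Over the alternatives with a test for each SNP, the number of transcripts with opposite calls ranged from 5, under a beta-binomial test that allowed for the spread between SNPs of the same transcript, to 228, when SNPs only had to pass at the stage analysed.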

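After the transcripts with differing calls were left out, 4682 SNPs in 2801 transcripts remained. Significant allelic biases were found at 345 SNPs in 296 transcripts at tillering and at 391 SNPs in 329 transcripts at heading. At tillering, the lowest p at the best covered SNP of a transcript biased towards R9308 was that of Os05t0113400-01 at position 2245, with 401 R9308 and 190 Xieqingzao B reads (67.9%, Wilson 95% interval 64.0% to 71.5%, exact binomial p = 2.5e-18), followed by Os06t0143400-01 at position 1316, with 178 and 63 reads (p = 6.9e-14). Towards Xieqingzao B these were Os04t0319600-01 at position 977, with 38 R9308 and 121 Xieqingzao B reads (exact p = 2.7e-11), and Os06t0142050-00 at position 543, with 41 and 125 reads (p = 4.5e-11). At heading, Os06t0143400-01 had 246 R9308 and 72 Xieqingzao B reads (exact p = 2.1e-23) and Os07t0638400-01, at position 67, 353 and 140 reads (p = 2.9e-22). Os03t0829200-01, at position 564, had 34 R9308 and 155 Xieqingzao B reads (exact p = 1.2e-19), and Os01t0273200-00, at position 471, had 24 and 110 reads (p = 2.4e-14). Another SNP of Os03t0829200-01, at position 753, showed only the Xieqingzao B base in the hybrid at both stages. With only the transcripts with opposite calls left out, there were 900 biased transcripts at tillering and 943 at heading, the most under any alternative, and with the beta-binomial test 82 and 76.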

Out of the 4685 identified SNPs (2793 transcripts) (Table S2), significant allelic biases were exhibited in 336 SNPs (289 transcripts) from the tillering stage and 376 SNPs (316 transcripts) from the heading stage (Figure 4) (Table S3, Table S4). We also investigated the effects of gene expression differences between the parental lines on allele-specific patterns in the hybrid. We designated the ratio of expression between R9308 and Xieqingzao B as R9308^s^/Xieqingzao B^s^ and the ratio of allelic expression in the hybrid Xieyou9308 as R9308^a^/Xieqingzao B^a^. We found that most transcripts with higher levels of gene expression in R9308 also exhibited allelic biases towards R9308 in the hybrid (Figure 5).

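The read depth of each parent at the retained SNPs, summed per transcript and divided by the total depth of that parent over all retained SNPs, was used in place of the RPKM values of the paper. Among the transcripts biased at tillering with a higher depth in R9308, 176 were biased towards the R9308 allele and 19 towards the Xieqingzao B allele. Of those with a higher depth in Xieqingzao B, 24 were biased towards the R9308 allele and 77 towards the Xieqingzao B allele (odds ratio 29.7, Fisher's exact test, two-sided, p = 2.4e-31). At heading, 170 transcripts with a higher depth in R9308 were biased towards the R9308 allele and 33 towards the other, while 31 and 95 were so biased among those with a higher depth in Xieqingzao B (odds ratio 15.8, Fisher's exact test, p = 2.3e-27). Transcripts are not replicates, and these p-values describe the pooled libraries. Parental depth and hybrid allele reads come from the same SNPs and the same mapping, so a preference for reference reads can move both the same way. With only SNPs where R9308 has the reference base, the odds ratio was 16.2 at tillering and 18.0 at heading. Where Xieqingzao B has it, the odds ratio was 51.5 and 4.89. How much of the relation comes from mapping was not tested. Over the alternatives, the odds ratio lay between 8.33 and 72 at tillering and between 4.89 and 27.8 at heading. From these directions, together with the number of transcripts biased towards R9308, the paper proposes that R9308 alleles tend to keep their activity states in the hybrid.

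**Figure D2:**
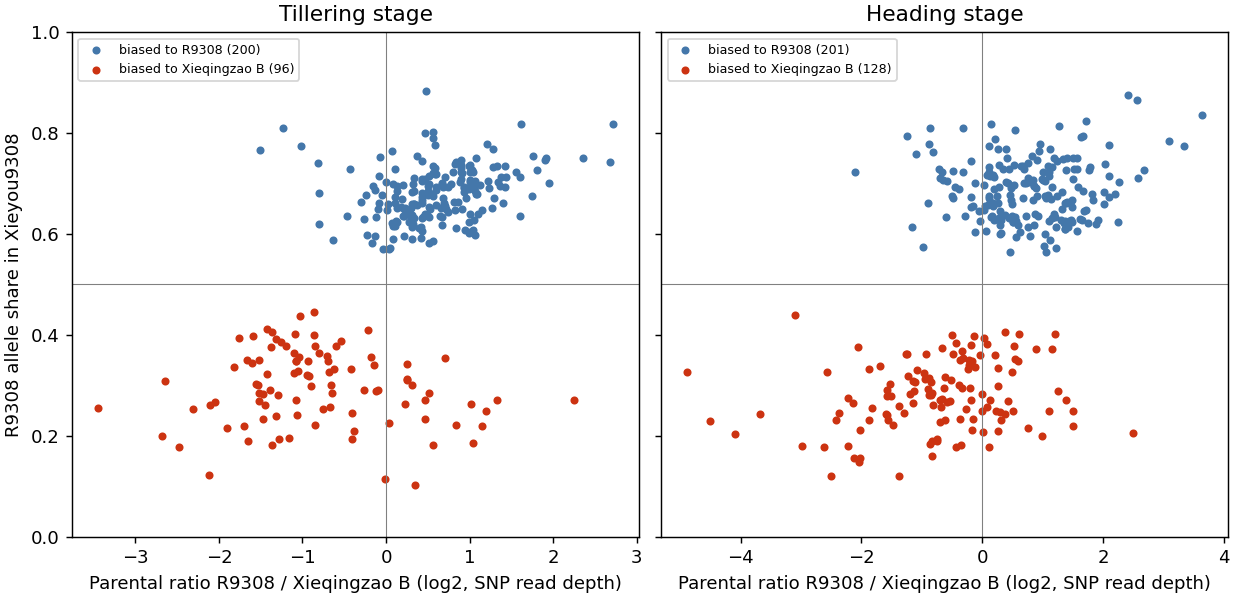
R9308 allele share in Xieyou9308 (mean over the SNPs of a transcript) against the ratio of R9308 to Xieqingzao B read depth (log2, each divided by the total depth of that parent) for each transcript with an allelic bias at tillering (left) and heading (right). At tillering, 176 of the 200 transcripts biased towards R9308 lie to the right of 0.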

**Figure 4:**
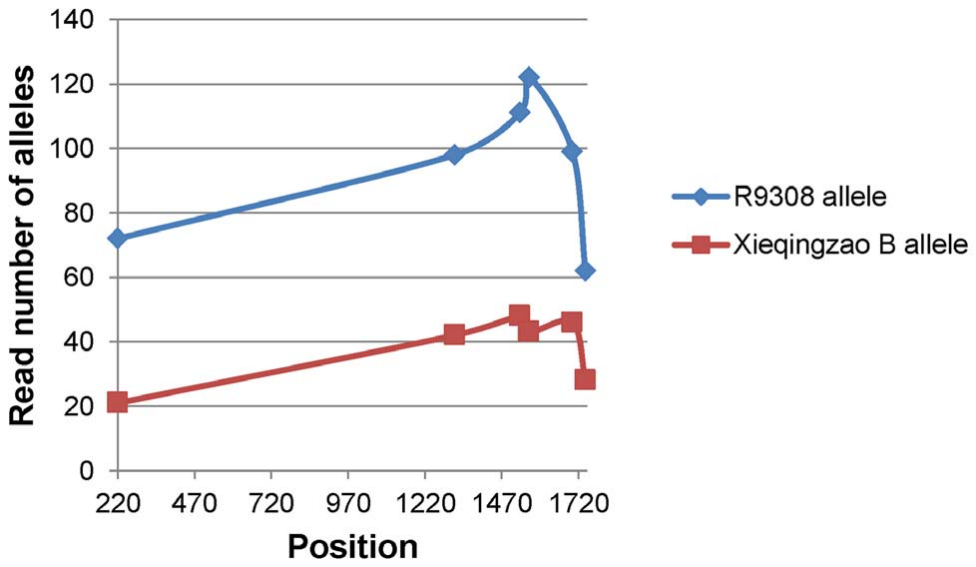
Example of a transcript showing allelic bias in Xieyou9308 at heading stage. Number of reads detected for a given parental allele at each SNP position is plotted.

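The positions and read numbers in Figure 4 match the tillering column of transcript Os02t0271900-01, which Table S5 annotates as a Myb transcription factor domain containing protein. Positions are counted in the transcript. At tillering, the R9308 and Xieqingzao B reads were 72 and 21 at position 220, 98 and 42 at 1318, 111 and 48 at 1530, 122 and 43 at 1561, 99 and 46 at 1701, and 62 and 28 at 1743. At heading they were 33 and 8, 40 and 13, 66 and 30, 58 and 25, 37 and 16, and 25 and 6 at the same positions. All 6 SNPs were significant at both stages, with exact binomial p between 5.9e-10 and 0.00044 at tillering and between 0.00011 and 0.0055 at heading. The heading pair at position 1743 was date-like. At position 1530, the best covered, the share of 69.8% at tillering did not differ from the 68.8% at heading (Fisher's exact test, p = 0.89).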

**Figure 5:**
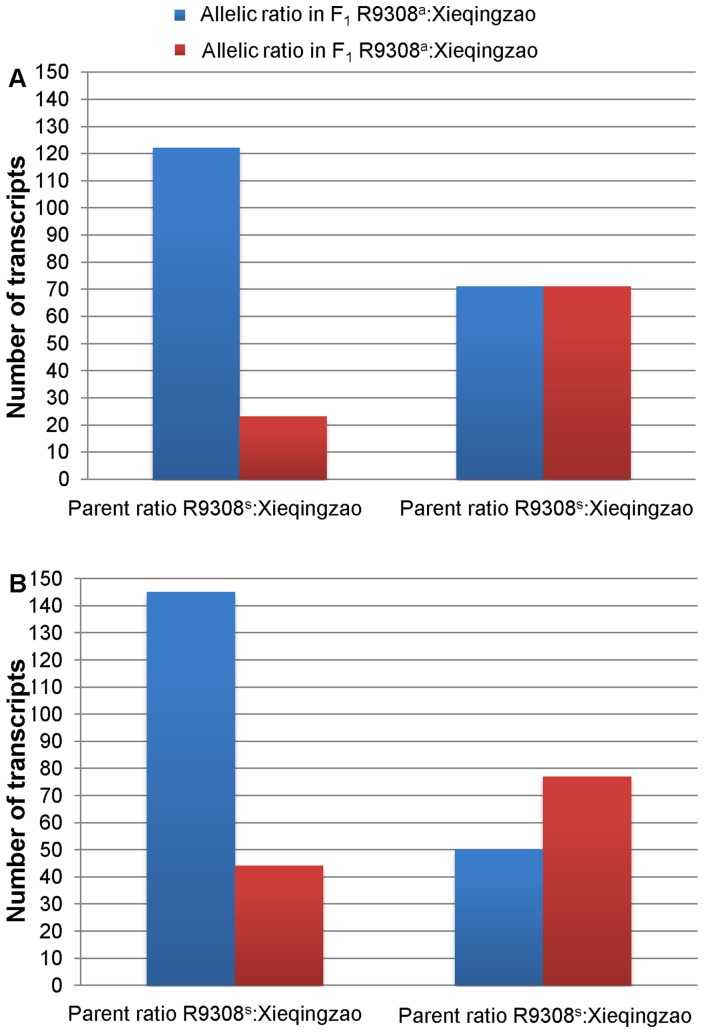
Allelic biases in Xieyou9308 according to their differences between parents. R9308^s^, gene expression levels in R9308; Xieqingzao B^s^, gene expression levels in Xieqingzao B; R9308^a^, R9308 allele; Xieqingzao B^a^, Xieqingzao B allele.

### Assessment of ASGE in the F_1_ hybrid

We examined allelic expression differences between tillering and heading stages and found that 480 transcripts showed allelic expression biases during at least one stage, with 125 showing allelic expression biases at both tillering and heading stages and 355 showing allelic expression biases at only one stage. 

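A bias at 1 stage or both was found in 494 transcripts, at both stages in 131 and at only 1 stage in 363. The number expected at both stages, if the calls at the 2 stages were unrelated, was 34.8 (Fisher's exact test, two-sided, odds ratio 9.25, p = 4.4e-53). The same SNPs were tested at both stages, so shared depth and a shared preference for reference reads can also raise the overlap. Over the alternatives, the number at both stages ranged from 26 with the beta-binomial test to 491 with only the transcripts with opposite calls left out. The R9308 and Xieqingzao B reads at the best covered SNP of each transcript were also compared directly between the stages. Of the 2801 transcripts, 33 differed (Fisher's exact test, Benjamini-Hochberg adjusted p under 0.05), and 24 of these 33 had a date-like pair at that SNP. Among the 363 transcripts called at only 1 stage, 25 differed after adjustment, 122 had an unadjusted p under 0.05, and 265 had their mean share on the same side of 0.5 at both stages. The paper reasons from the transcripts biased at only 1 stage that allelic expression in hybrids can be highly stage-specific.

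**Figure D3:**
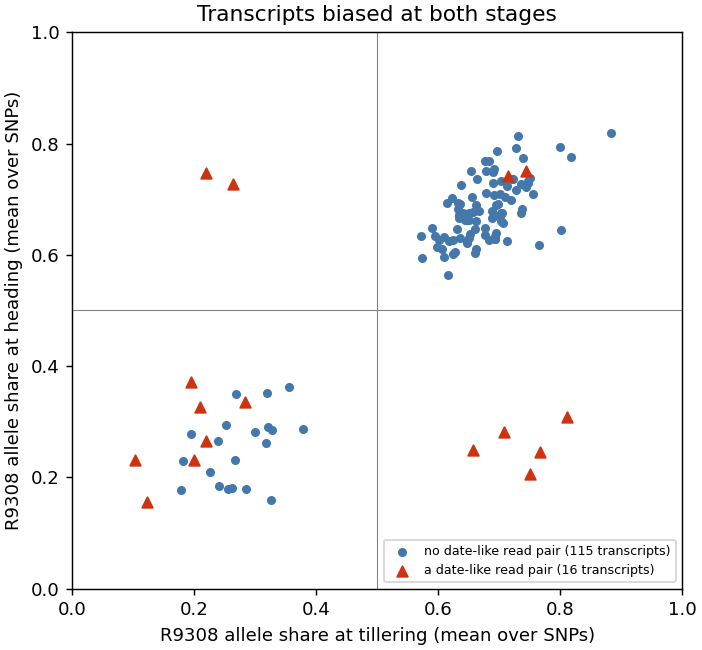
R9308 allele share at tillering and at heading, each the mean over the SNPs of a transcript, for the 131 transcripts biased at both stages. Triangles mark the 16 transcripts with a date-like read pair at either stage, among them all 7 transcripts biased towards opposite alleles at the 2 stages.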

Out of the 125 transcripts exhibiting biases at both stages, 92 showed allelic expression biases towards the R9308 allele and 26 towards the Xieqingzao B allele. 

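Of the transcripts biased at both stages in the deposited table, 97 were biased towards the R9308 allele at both and 27 towards the Xieqingzao B allele, and 7 were biased towards opposite alleles. The R9308 share was 74.0% (Wilson 95% interval 65.9% to 80.8%, exact binomial test against 0.5, two-sided, p = 3.3e-08). Where only SNPs at which Xieqingzao B has the reference base were used, the share was 34.5% of 29 transcripts (exact p = 0.14), below 0.5.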

We further investigated the 92 R9308-biased transcripts using Web Gene Ontology Annotation (WEGO) software [23] and found that these transcripts could be classified into a diversity of functional subcategories, such as cell and cell part in the cellular component category, binding and catalytic processes in the molecular function category, and cellular and metabolic processes in the biological process category (Figure 6). In addition, 195 of 289 transcripts at the tillering stage and 195 of 316 transcripts at the heading stage showed allelic expression biases towards the R9308 allele.

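A bias towards the R9308 allele was found in 200 of the 296 biased transcripts at tillering, 67.6% (Wilson 95% interval 62.0% to 72.6%, exact binomial test against 0.5, two-sided, p = 1.5e-09). At heading it was found in 201 of 329, 61.1% (55.7% to 66.2%, exact p = 6.8e-05). R9308 had the reference base at 7563 of the 9325 SNPs and Xieqingzao B at 1762. With only SNPs at which Xieqingzao B has the reference base, the direction was reversed, with an R9308 share of 37.5% of 80 biased transcripts at tillering (exact p = 0.033) and 32.6% of 92 at heading (p = 0.0011). When each SNP was instead tested against the median share of the SNPs with the same reference parent, the R9308 share was 60.9% at tillering (exact p = 0.00017) and 56.8% at heading (exact p = 0.016). The medians lay close to 50%, at 51.1% where R9308 has the reference base and 49.4% where Xieqingzao B has it at tillering, so this correction is small. With at least 44 reads the medians were 53.2% and 46.0%, and the same correction, chosen after the data were seen, gave 57.9% at tillering (exact p = 0.012) and 55.0% at heading (exact p = 0.11).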

**Figure 6:**
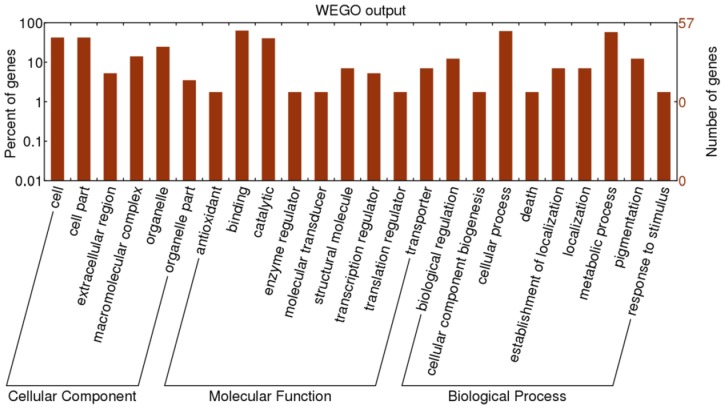
GO classification of 92 R9308-biased transcripts.

To further investigate transcripts showing strong allelic expression biases in the F_1_ hybrid, we analyzed 38 transcripts exhibiting expression almost exclusively from one parental allele (the fraction of reads carrying R9308 allele was less than 0.3 or greater than 0.7 at tillering or heading stages) (Table S5). Among these 38 allele-specific expressed transcripts, 20 predominantly expressed the R9308 allele at both stages, and 14 primarily expressed the Xieqingzao B allele. In addition, four transcripts showed different allelic biases between the two stages. 

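By the thresholds of 0.3 and 0.7 at both stages, 51 transcripts with a bias at 1 stage or both were strongly biased. The R9308 allele predominated at both stages in 22 of them and the Xieqingzao B allele in 21, and 8 were on opposite sides at the 2 stages. Their number was 11 with thresholds of 0.25 and 0.75, and 243 when the threshold had to be passed at only 1 stage. With a bias required at both stages, a choice made after the data were seen, it was 41. The split between the alleles depended on the setting. With at least 40 reads, the R9308 allele predominated at both stages in 31 and the Xieqingzao B allele in 17. With a quality score of at least 50 these were 9 and 18.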

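The 4 transcripts of Table S5 with opposite biases had the following reads. Os04t0250700-01, annotated as a UPF0307 domain containing protein, had 33 R9308 and 11 Xieqingzao B reads at position 293 at tillering (75.0%, Wilson 95% interval 60.6% to 85.4%) and 7 and 27 at heading (20.6%, 10.3% to 36.8%). Its heading pair was date-like. Os08t0398000-01, an ABC transporter-like domain containing protein, had 23 and 7 reads at position 3011 at tillering, a date-like pair, and 13 and 40 at heading. Os04t0403200-01, a zinc finger RING-type domain containing protein, had 10 and 28 reads at position 226 at tillering, a date-like pair, and 48 and 18 at heading. Os11t0172166-00, a hypothetical gene, had 7 and 30 reads at position 2307 and 8 and 24 at position 2292 at tillering, both date-like, and 54 and 19 and 49 and 16 at heading. The difference between the stages at the best covered SNP had a Benjamini-Hochberg adjusted p between 0.00013 and 0.0023 (Fisher's exact test) for the 4 transcripts, with the pairs taken as deposited. The paper proposes differential roles of the alleles during development from these opposite biases.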

The annotation indicated that 26 transcripts could be functionally characterized. 

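Of the transcripts with a strong bias, those that Table 1 lists for resistance each had 1 retained SNP. Os02t0272900-01, an NB-ARC domain containing protein, had 36 R9308 and 8 Xieqingzao B reads at position 774 at tillering (81.8%, Wilson 95% interval 68.0% to 90.5%) and 52 and 15 at heading (77.6%, 66.3% to 85.9%). The pathogenesis-related proteins Os07t0127700-01, at position 228, and Os07t0129200-01, at position 510, had 71 and 23 and 74 and 25 reads at tillering, and 66 and 27 and 62 and 23 at heading. Os09t0511000-02, the chitin elicitor receptor kinase, had 39 and 14 reads at position 764 at tillering and 40 and 15 at heading. The Xieqingzao B allele predominated in Os07t0617100-01, of the plant disease resistance response protein family, with 8 R9308 and 36 Xieqingzao B reads at position 252 at tillering and 25 and 84 at heading. It also predominated in Os11t0229300-00, similar to an NBS-LRR protein, with 21 and 72 reads at position 1353 at tillering (22.6%, 15.3% to 32.1%) and 20 and 75 at heading (21.1%, 14.1% to 30.3%). The exact binomial p of the 6 transcripts lay between 1.2e-08 and 0.001 at heading, and none of their pairs was date-like. Xieqingzao B has the reference base at the SNPs of Os02t0272900-01 and Os11t0229300-00, and R9308 at the others. At position 972 of Os11t0229300-00 only the Xieqingzao B base was called in the hybrid at both stages.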

Transcripts encoding proteins involving resistance to diseases or other stresses, such as nucleotide-binding adaptor shared by APAF-1, R proteins, and CED-4 (NB-ARC) protein, pathogenesis-related (PR) protein, chitin elicitor receptor kinase, plant disease resistance response protein, and nucleotide binding site-leucine rich repeat (NBS-LRR protein), were predominant in the annotated list (Table 1).

**Table 1:** Total and allelic expression of six transcripts at tillering and heading stages.

Transcript ID	R/X12^a^	R/X12^s^	R/X34 a	R/X34 s	Annotation
Os02t0272900	4.500	7.001	3.467	4.852	NB-ARC domain containing protein
Os07t0127700	3.087	3.347	2.444	1.995	Similar to Pathogenesis-related protein class 1
Os07t0129200	2.960	3.670	2.696	0.717	Similar to Pathogenesis-related protein PR1a
Os09t0511000	2.786	1.214	2.667	1.436	Chitin Elicitor Receptor Kinase
Os07t0617100	0.222	0.422	0.298	0.063	Plant disease resistance response protein family protein
Os11t0229300	0.292	0.284	0.267	0.377	Similar to NBS-LRR protein

R/X12: the ratio of R9308 to Xieqingzao B at the tillering stage; R/X34: the ratio of R9308 to Xieqingzao B at the heading stage.

a Allele-specific gene expression in the hybrid.

s Total gene expression in parents.

We further analyzed total and allelic expression with respect to the two parents and the hybrid in the above-mentioned resistance transcripts. Two transcripts (Os02t0272900 and Os11t0229300) at both tillering and heading stages and one transcript (Os07t0617100) at the heading stage showed significant total expression differences between parental strains. The other transcripts did not show significantly different total expression between parental strains. 

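The deposited table holds the parental read depth at each SNP, which was used here in place of the RPKM values, with no test between the parents because the roots were pooled. After division by the total depth of each parent, the share of R9308 in the depth of both parents at the SNP of Os02t0272900-01 was 86.8% at tillering and 81.1% at heading, from 128 and 13 reads and 120 and 30 reads. At the SNP of Os11t0229300-00 it was 50.5% and 54.7%, from 142 and 93 reads and 102 and 91 reads. This transcript had 51 SNPs with enough reads in both parents at both stages, whatever the hybrid showed, and their shares ran from 10.2% to 56.7% at tillering, with a median of 36.3%, and from 11.3% to 56.6% at heading, with a median of 36.8%. The retained SNP was higher than 48 of the 51 at each stage. For Os07t0617100-01 it was 28.0% at tillering and 4.20% at heading, where R9308 had 13 reads and Xieqingzao B 319. It was 77.2% and 74.0% for Os07t0127700-01, 65.0% and 37.9% for Os07t0129200-01, and 66.5% and 72.3% for Os09t0511000-02.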

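The allele ratio in the hybrid was compared with the depth-normalised parental ratio at the same SNP by an exact conditional test, with Benjamini-Hochberg adjustment over the 12 combinations of transcript and stage of Table 1. Log2 differences were taken after 0.5 was added to the hybrid reads of each allele, and not to the parental reads. For Os11t0229300-00, the hybrid ratio was lower than the parental ratio, with a log2 difference of -1.78 at tillering (exact test, adjusted p = 1.2e-05) and -2.15 at heading (adjusted p = 2.4e-07). This comparison rests on position 1353 alone. For Os02t0272900-01, the hybrid ratio was also lower, with a log2 difference of -0.62 at tillering (exact test, adjusted p = 0.68) and -0.34 at heading (adjusted p = 0.78). This is not detectable at this depth. Among the 5 SNPs of this transcript with enough reads in both parents, position 774 had the highest parental R9308 share at tillering (86.8%, median 85.3%). At heading its share was the lowest (81.1%, median 83.9%). Of the other combinations, the hybrid ratio was higher than the parental ratio for Os07t0129200-01 at heading, with a log2 difference of 2.12 (exact test, adjusted p = 2.4e-07), and for Os07t0617100-01 at heading, with 2.78 (adjusted p = 2.6e-07). In the remaining combinations the adjusted p was 0.12 or more.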

For Os11t0229300, R9308^a^/Xieqingzao B^a^ ratios in the hybrid were as expected from R9308^s^/Xieqingzao B^s^ ratios of the parental strains; however, R9308^a^/Xieqingzao B^a^ ratios of Os02t0272900 in the hybrid were lower than expected from R9308^s^/Xieqingzao B^s^ ratios.

## Discussion

ASGE in hybrids can be studied using two general approaches [24]. The first approach, a polymorphism-directed method, utilizes known genome variants and can achieve highly ASGE results [9], [25]. A second approach employs SNP arrays to examine tens of thousands of ASGE sites simultaneously [13], [26]. Both approaches, however, requires prior knowledge of genomic information. Another approach, used in this study, is based on RNA-Seq, does not rely on previous knowledge of genetic variation and provides an unbiased view of gene regulation. The single-base resolution obtained using this method provides information regarding both transcript abundance and allelic bias. In this study, we employed Illumina/Solexa sequencing to identify SNPs between the parental lines R9308 and Xieqingzao B and quantify ASGE in the F_1_ hybrid Xieyou9308.

Interestingly, we found that CT and GA SNPs between R9308 and Xieqingzao B constituted nearly 68% of all identified SNPs, consistent with a previous study in which these SNP types accounted for 73% of SNPs between Nipponbare and 93–11 [16]. This phenomenon may be due to methylated cytosines that mutate more frequently than non-methylated cytosines. In addition, deamination of methylcytosine, yielding thymine, occurs at higher rates than other spontaneous mutations [16], [27], [28], [29]. DNA methylation is a heritable epigenetic mark; it can control gene expression and environmental stress responses, and may play a role in heterosis in plants [16], [30], [31]. In a future study, we plan to determine if DNA methylation is present in the parents and their F_1_ hybrid, and, if so, to characterize how methylation from inbred parents interacts during generation of their hybrid progeny and contributes to heterosis.

In our study, only 480 (17%) of 2793 identified transcripts showed significant allelic biases at tillering and heading stages. A similar result was observed in another recent study, in which 398 (22.7%) out of 1754 genes exhibited significant allelic expression differences in a reciprocal F_1_ hybrid between Nipponbare and 93–11 [15]. Differences in allelic expression were also observed in 73% and 57% of identified genes in maize and *Populus*, respectively [5], [14]. In contrast, in a study of hybrid mice, allelic expression differences were found in only 10% of genes [11]. The relatively high allelic expression variation observed in maize and *Populus* is probably a consequence of their highly polymorphic genomes. Similarly, the genetic divergence between *indica* and *japonica* subspecies may account for the higher degree of allelic expression variation observed compared with mouse hybrids [5].

Of the 480 transcripts that showed allelic expression biases during at least one stage, 67% and 62% were biased towards the R9308 allele at tillering and heading stages, respectively. In addition, transcripts with higher gene expression levels in R9308 also exhibited R9308 allelic biases in the hybrid. Furthermore, 92 (74%) of the 125 transcripts exhibiting allelic expression biases at both tillering and heading stages were biased towards the R9308 allele at both stages and were associated with different functional proteins. These results indicate that R9308 alleles tend to preserve their characteristic activity states in the hybrid and may play important roles in hybrid vigor at both stages. Functional diversity of the R9308 alleles in the hybrid may have an impact on hybrid performance. Interestingly, about 355 (74%) of the 480 transcripts with allelic biases showed divergent allelic expression patterns at different developmental stages, indicating that allelic expression in hybrids can be highly stage-specific [5], [32].

Allelic variation in gene expression may arise from *cis*- and/or *trans*-regulatory elements [9]. Alteration of *cis*-elements may affect aspects such as promoter strength, enhancer action, or transcript stability, whereas *trans*-element changes may involve structure, binding affinities, or intercellular levels of factors inﬂuencing transcription [21]. *Cis*- and *trans*-regulation can be distinguished by comparing ratios of species-specific transcripts between F_1_ hybrids and parental lines [5]. If a mutation occurs in a *cis*-element, the affected gene shows the same ratio of allelic expression levels in both the hybrid and parents. On the other hand, if *trans*-elements are altered in the parents, no differences in allelic expression are displayed for that gene in the F_1_ hybrid because both alleles are exposed to the same subcellular environment. 

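No allelic bias was called in 89.4% of the 2801 consistent transcripts at tillering and in 88.3% at heading. The depth and the consistency rule limit these shares. That rule left out 945 transcripts. With only transcripts with opposite calls left out, no bias was called in 75.4% of 3659 transcripts at tillering and in 74.2% at heading. The transcripts added back there are all biased at 1 stage or both by construction. At the depths of the 9325 SNPs, a true R9308 share of 0.7 would be called at the threshold of 0.01 at 68.1% of the SNPs at tillering and 65.5% at heading, and a true share of 0.6 at 22.1% and 20.4%. When the allele reads were summed over all SNPs of a transcript, with a single test for each, 804 of 3746 transcripts were biased at tillering and 860 at heading. A read that covers several SNPs is counted once for each there, which can inflate these numbers. With the beta-binomial test, no bias was called in 97.6% of the consistent transcripts at tillering and 97.8% at heading.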

In our study, most transcripts (89.65% at the tillering stage and 88.69% at the heading stage) exhibited relatively balanced allelic expression in the hybrid genetic background, suggesting that *trans* effects may dominate genetically mediated allele-specific expression [18].

Based on findings of a previous study, alleles derived from different parents may be differentially regulated in hybrids during plant development and in response to environmental signals [14]. In our study, we analyzed 38 transcripts exhibiting expression biases towards one parental allele. Four transcripts encoding UPF0307 protein, ATP-binding cassette (ABC) transporter protein, and Zinc finger RING-type domain containing protein displayed different allelic biases between the two stages, suggesting differential roles for the alleles during hybrid development. A majority of the 38 transcripts, however, showed consistent allelic biases and were associated with different functional proteins. It should be noted that these transcripts were relatively enriched in pathways for resistance to diseases or other stresses, implying that this category may be involved in vigorous growth in the hybrid and deserves further investigation. Furthermore, the R9308^a^/Xieqingzao B^a^ ratios of Os11t0229300 (encoding the NBS-LRR protein) was as expected from R9308^s^/Xieqingzao B^s^ ratios, implying the involvement of *cis*-regulation; in contrast, R9308^a^/Xieqingzao B^a^ ratios of Os02t0272900 (encoding the NB-ARC protein) were lower than expected R9308^s^/Xieqingzao B^s^ ratios, suggesting both *cis-* and *trans*-regulation. The differential regulation of the two parental alleles of these resistant transcripts may contribute to Xieyou9308 hybrid vigor.

## Conclusions

In this study, roots from tillering and heading stages of the super-hybrid rice Xieyou9308 and its parents were used for global transcriptional analysis and assessment of ASGE. Our results demonstrate that Illumina paired-end sequencing is a powerful tool for exploring allelic expression patterns and gene regulatory phenomena in interspecies hybridization, and may provide valuable information to further elucidate molecular mechanisms of heterosis.

## Supporting Information

Table S1 **SNPs detected in the hybrid at tillering and heading stages.**
(XLSX) Click here for additional data file.

Table S2 **SNPs showing consistent allelic expression biases in the hybrid.**
(XLSX) Click here for additional data file.

Table S3 **SNPs showing significant allelic biases for accumulated transcripts in the hybrid at the tillering stage.**
(XLSX) Click here for additional data file.

Table S4 **SNPs showing significant allelic biases for accumulated transcripts in the hybrid at the heading stage.**
(XLSX) Click here for additional data file.

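Table S4 and the corresponding table for tillering list, for each SNP, the transcript, the position, the reference base, and the called bases, read numbers and quality scores of the 3 genotypes at both stages. Of the 336 SNPs of Table S3, 331 were among the 345 biased SNPs found here at tillering, and all 376 SNPs of Table S4 were among the 391 found at heading. In the copy used here, 78 of the 672 read pairs of Xieyou9308 in Table S3 and 100 of the 752 in Table S4 are held as calendar dates. All the other pairs are written with a slash, and none of those can be read as a calendar date.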

Table S5 **Thirty-eight transcripts showing biases towards one parental allele in the F_1_ hybrid.**
(XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

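Roots of Xieyou9308, R9308 and Xieqingzao B at the tillering and heading stages were sequenced by the authors as paired-end 100 bp reads, with 2 roots per genotype and stage. The authors filtered and trimmed the reads, mapped them with RSEM to the Nipponbare reference (IRGSP build 5.0) and pooled the roots of each genotype and stage before the SNPs were called. The deposited table gives for each of the 6 pooled combinations the called bases, the number of supporting reads and the quality score that the authors' SNP caller wrote, before the depth and quality criteria of the paper. The reads themselves were not reprocessed, and the paper's text does not name the SNP caller.

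SNPs were retained when both parents had a single base that was the same at both stages and differed between the parents, with at least 10 reads in each parent, when the hybrid had both parental bases with at least 20 reads at each stage, and when the quality score was at least 20 in all 6 columns. Allele reads in the hybrid were tested with a two-sided exact binomial test against a share of 0.5 at a threshold of 0.01. A transcript was consistent when all its SNPs had the same call at tillering and the same call at heading. The share of a transcript is the mean over its SNPs, and strong bias was a share below 0.3 or above 0.7 at both stages. Stages were compared at the best covered SNP with Fisher's exact test and Benjamini-Hochberg adjustment over all consistent transcripts. Hybrid and parental ratios were compared with an exact conditional test, with parental depth divided by the total depth of each parent over the retained SNPs.

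At the retained SNPs the total depth lay between 798980 and 1195179 reads per pooled combination. In the hybrid, 51.8% of the reads at tillering and 51.6% at heading carried the R9308 allele, and 71.3% and 67.5% of the SNPs had at least 44 reads. Intervals are 95% Wilson intervals. They cover counting error only, and no replicate spread could be had from pooled roots.

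The named transcripts are those that the paper names in its text, in Table 1 or in Figure 4, those of Table S5 with opposite biases, and at each stage and in each direction the 2 consistent transcripts with the lowest p at their best covered SNP. Their names are taken from Table 1 and Table S5. The gene table at hand, of assembly ASM3414082v1, does not hold the RAP transcript identifiers, so no other names are given. Of Tables S1 and S2 the copies used here hold 1999 of 9325 and 1999 of 4685 SNPs, and they were used to read the consistency rule only.

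There were 17 alternatives set before the data were examined and 5 chosen after. They changed the depth and quality minimums, the test, the expected share, the consistency rule, the set of SNPs, the parental normalization, the definition of strong bias and the treatment of date-like read pairs. The RPKM values, the gene ontology classes and the comparison with genome sequencing were not analysed here. The CpG context of the transitions was not analysed here, because it needs transcript sequences.

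The calls were tested on simulated reads at the depths of the table. Of 492 SNPs with a simulated bias, 70.1% were called in the right direction and 0 in the wrong one, and of 8833 without a bias 0.713% were called. The rate was higher, 10.6%, when no bias but a spread of the share beyond counting error (overdispersion 0.02) was simulated. The overdispersion measured in the hybrid was 0.0149 at tillering and 0.0176 at heading. The work was done with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.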

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

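The direct comparison of the allele share between the stages belongs to the main analysis. The test of the parental two-base calls against the depth ratio of the parents was set before its result was seen. All other tests given in this part were chosen after the result was seen.

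In 7 transcripts the allelic bias was towards opposite alleles at the 2 stages, which drew attention because the call changed direction between tillering and heading. All 7 had a date-like read pair at 1 of the 2 stages. This alone tests nothing, because a date-like pair is rich in the alternative base by definition. A candidate explanation is a conversion of read pairs to calendar dates in a spreadsheet that exchanged the 2 numbers of a pair, which would turn a reference-rich pair into an alternative-rich one. Significant calls rich in the alternative base were therefore compared with a significant call of at least 44 reads at the other stage, with 1 SNP per transcript. Of those with a date-like pair, 37 of 64 were opposite to the other stage. With 1 to 12 reference and 32 to 44 alternative reads it was 0 of 18 (Fisher's exact test, two-sided, p = 4.2e-06), in SNPs that were not matched for depth. The 7 transcripts themselves meet the conditions of this comparison, so it is not independent of the pattern that prompted it. Exchanging every date-like pair, leaving these pairs out, or requiring at least 44 reads alters or removes the calls of these 7 by construction and tests nothing here. The 4 transcripts biased towards opposite alleles after the exchange held 0 of the 7. The deposited numbers alone do not tell which date-like pairs were exchanged. A difference in the use of the alleles between stages remains untested for these 7 transcripts.

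The allele share at the best covered SNP differed between the stages in 33 of the 2801 transcripts (Fisher's exact test, Benjamini-Hochberg adjusted p under 0.05), which drew attention as a difference between tillering and heading. Of the 33, 24 had a date-like pair at that SNP, against 642 of all 2801 (22.9%). Because a date-like pair is rich in the alternative base by definition, this comparison alone does not show an exchange. With every date-like pair exchanged 22 transcripts differed. With date-like pairs left out 6 differed, and with at least 44 reads 8, but both remove the date-like pairs by construction and hold fewer SNPs, 7101 and 5131. An exchange of read numbers may account for some of the 33, and how many was not settled. A developmental difference stays open, and no replicates are there to test it against the spread between roots.

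At 24 SNPs in 18 transcripts only 1 parental base was called in the hybrid at both stages with at least 20 reads, a signal at sites that the paper's criteria leave out. The base was that of Xieqingzao B at 22 and that of R9308 at 2 (exact binomial test, two-sided, p = 3.6e-05). SNPs of the same transcript can share reads, so tests across the 24 SNPs may overstate the evidence. Single-base calls at each stage alone, among 16208 SNPs between the parents, were less skewed. They showed the Xieqingzao B base at 267 and the R9308 base at 171 at tillering, and at 183 and 118 at heading. With 20 reads, a count of 0 allows a share of the missing allele of up to 15%. The tables argue weakly against a preference for the Nipponbare base, since only 6 of the 24 showed it (exact binomial test, p = 0.023). They also argue against the loss of the whole R9308 copy of these regions as the only cause, since 71.8% of the other SNPs called in the same transcripts at tillering showed both bases (102 with both bases and 40 with 1). At 20 of the 24 SNPs the missing allele made up under 20% of the parental depth at 1 stage or both, so a small share that was recorded as a single base may explain many of them. Reads shared between related transcripts were not tested, because no transcript sequences were analysed here, and a bias of expression towards Xieqingzao B at these SNPs stays open.

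The inbred parents showed both parental bases at tillering at SNPs where they had a single base at heading, a signal in calls that the paper's criteria leave out. Only SNPs with at least 44 reads, at which the parent's own base differs from the reference base, were counted. Both bases were found at 4.69% of these SNPs of Xieqingzao B (355 of 7570), where the rarer base had a median share of 13.8%. For R9308 it was 19.6% (594 of 3038), with a median share of 18.4%. In the opposite comparison, both bases at heading, the shares were 0.569% and 2.05%. Deeper sequencing at tillering is argued against by the SNPs of Xieqingzao B with 44 to 100 reads, of which 6.12% had both bases at tillering and 0.766% at heading (Fisher's exact test, p = 8.7e-53). If reads of the other parent or of the hybrid were in the library, such calls should rise with the depth of the other parent relative to the own. For Xieqingzao B the share was 8.24% in the highest of 4 equal groups by that ratio, and 4.33%, 2.48% and 3.70% in the others from the lowest up (Spearman's rho across SNPs 0.075, p = 6.4e-11). For R9308 it was 21.7% in the highest group and 18.4% in the lowest (rho 0.039, p = 0.032). At heading the trends had similar size and the opposite sign, with rho -0.068 for Xieqingzao B (Spearman, p = 3.4e-10) and -0.055 for R9308 (p = 0.025). A small admixture at tillering stays possible for Xieqingzao B, but the trend is weak support for it, and SNPs are not independent replicates. Residual heterozygosity of the plants was not tested and stays open.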

How the results depend on the processing

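The alternatives were set before the data were examined, except those with date-like pairs left out or exchanged, with at least 44 reads (alone or with the expected share of the reference parent), and with a strong bias at both stages, which were chosen after seeing the data. No paired analysis was possible because the authors pooled the 2 roots of each genotype and stage, so the values carry no replicate.

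The share of transitions and the relation between parental and hybrid direction kept their direction and their side of the threshold under every alternative that was run for them. None of these alternatives removes a mapping effect that the parents and the hybrid share at the same SNPs. Other results changed under some alternatives, as below, where not every count of a subset is given. The count of transcripts biased at 1 stage or both ran from 132 to 1352 and that at 1 stage only from 106 to 861, against 494 and 363. The CpG context of the transitions was not analysed here.

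With the beta-binomial test, 82 transcripts were biased at tillering, 76 at heading and 26 at both stages, 5 had opposite calls, and 0 were biased to opposite alleles at the 2 stages. The R9308 share was 56.6% at heading and 65.4% among transcripts biased at both stages, each no longer past the threshold. With only transcripts with opposite calls left out, 900, 943 and 491 transcripts were biased at tillering, heading and both stages, 61 differed between stages and 62 were biased to opposite alleles. With allele reads summed per transcript the same counts were 804, 860, 402, 208 and 28. More transcripts are tested under both by construction, 3659 and 3746 against 2801. The counts rose by a larger factor than the number tested. With only opposite calls left out, each transcript added back mixes significant SNPs with SNPs without a call, so it is biased by construction. With summed reads, a read that covers several SNPs of a transcript is counted once for each. The tests take these counts as independent, which can inflate the numbers of biased transcripts and of differences between stages. How far this inflates the summed counts was not tested.

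With SNPs where Xieqingzao B has the reference base alone, the R9308 share was reversed, at 37.5% at tillering, 32.6% at heading and 34.5% at both stages. With each SNP tested against the median share of the SNPs with the same reference parent, it was 60.9%, 56.8% and 67.4%, and with at least 44 reads as well 57.9%, 55.0% and 64.1%, of which the value at heading was no longer past the threshold. With the Xieqingzao B reference SNPs, the share of SNPs with more reference than alternative reads at heading was reversed too, at 49.3%. There were 80, 92 and 29 biased transcripts, 16 that differed between stages, 12 strongly biased, 2 biased to opposite alleles, 14 with opposite calls, and 2 of 4 tests of the hybrid against the parental ratio passed. With SNPs where R9308 has the reference base alone, 2 of 8 such tests passed. Fewer SNPs are tested in both, by construction.

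With SNPs that pass at the stage analysed, 82 transcripts were biased at both stages, the R9308 share at heading was 52.7% and the shares of SNPs with more reference than alternative reads were 50.7% and 50.5%, all 3 no longer past the threshold. 13 transcripts differed between stages, 4 were biased to opposite alleles and 228 had opposite calls. The cause was not tested.

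With at least 40 reads, 11 transcripts differed between stages, 2 were biased to opposite alleles and 53 had opposite calls. With a quality score of at least 50 there were 16 and 4, and 31 strongly biased. Strong bias was found in 11 with thresholds of 0.25 and 0.75, and in 243 at either stage. With date-like pairs left out, 6 differed between stages, 0 were biased to opposite alleles and 49 had opposite calls. With at least 44 reads these were 8, 0 and 41, and with the expected share of the reference parent as well 8, 0 and 49. All 3 remove date-like pairs by construction, and all transcripts biased to opposite alleles had such a pair. With date-like pairs exchanged, 22 differed between stages and 4 were biased to opposite alleles, 0 of them among the 7 of the main analysis, which the exchange changes by construction.

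With parental depths not normalised, the log2 difference of Os09t0511000-02 at tillering was reversed, at -0.12, and that of Os07t0617100-01 at tillering passed the threshold, at -1.32. By the median-of-ratios factor, Os09t0511000-02 at heading was reversed, at -0.11. As reported, Os09t0511000-02 had 0.46 at tillering and a difference close to 0 at heading. The cause was not tested.

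The depth limits the calls. A true R9308 share of 0.7 has an 80% chance of a call at 44.3% of the SNPs at tillering and 39.9% at heading.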

Differences from the paper's values

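The paper's value for transcripts with contradictory biases is 2, and here 87 were found at 1 stage or both. None of the alternatives set before the data were examined closed the gap. The number was 5 with the beta-binomial test, 14 with SNPs where Xieqingzao B has the reference base, 53 with at least 40 reads, 58 with a quality score of at least 50 and with SNPs where R9308 has the reference base, and 76 with parental depths of at least 20 reads. It was 79 with adjusted p within each stage, 83 with the chi-square test, 87 with 1 transcript per locus and with only transcripts with opposite calls left out, 99 with the expected share of SNPs with the same reference parent, and 228 with SNPs that pass at the stage analysed.

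For strongly biased transcripts with opposite alleles at the 2 stages, the paper's value is 4 and the value here was 8. Of the alternatives set before the data were examined, a quality score of at least 50 gave the paper's value of 4, at least 40 reads gave 3, SNPs that pass at the stage analysed gave 5 and the beta-binomial test gave 6, all within 1.5 times of the paper's. The others gave 1 with thresholds of 0.25 and 0.75, 2 with SNPs where Xieqingzao B has the reference base, 59 at either stage, and 8 or 9 in the rest. With a bias required at both stages, which was chosen after seeing the values, 5 were found. The other alternatives chosen after seeing the values gave 0 with date-like pairs left out, 0 with at least 44 reads (alone or with the expected share of the reference parent) and 9 with date-like pairs exchanged.

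The paper's parental values for Os11t0229300, from RPKM, give an R9308 share of 0.221 at tillering and 0.274 at heading, against 0.505 and 0.547 from the SNP read depth here. With the median-of-ratios factor the shares were 0.515 and 0.565, and with depths not normalised 0.604 and 0.528, so neither of these alternatives set before the data were examined closed the gap. These shares rest on position 1353. Over all 51 SNPs of the transcript with enough reads in both parents, a set chosen after seeing the values, the median share was 36.3% at tillering and 36.8% at heading, and single SNPs ran from 10.2% to 56.7% and from 11.3% to 56.6%, a range that holds the paper's values.

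The paper states that the allelic ratio of Os11t0229300 in the hybrid matched the parental ratio. By the depth at position 1353 the log2 difference was -1.78 at tillering (exact conditional test, adjusted p = 1.2e-05) and -2.15 at heading (adjusted p = 2.4e-07). It also states that the allelic ratio of Os02t0272900 was lower than the parental ratio. The log2 differences of Os02t0272900-01 were -0.62 (exact conditional test, adjusted p = 0.68) and -0.34 (adjusted p = 0.78), lower but not detectable at this depth.

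The legend of Figure 4 names the heading stage. The plotted read numbers are those of the tillering column, in which position 1530 of Os02t0271900-01 has 111 R9308 and 48 Xieqingzao B reads, against 66 and 30 in the heading column.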

Other observations

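The direct test between the stages, repeated here, belongs to the main analysis. The test of all SNPs against the median share of the same reference parent was set before the data were examined. All other tests given in this part were chosen after the result was seen.

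In the deposited table, read pairs with 13 to 31 reference reads and 1 to 12 alternative reads were almost absent, with 366 among 398437 pairs in the 6 columns. A shortage of reference-rich pairs at this depth is argued against by the next block, with 32 to 44 reference reads and 1 to 12 alternative reads, which held 6467 pairs, against 4926 in its mirror image. All 366 pairs left in the block are no calendar date, and 0 are a date, so a candidate explanation is a spreadsheet step that read such pairs as day and month and wrote them back with the numbers exchanged. In the supplementary copies used here, 78 of the 672 read pairs of Table S3 and 100 of the 752 of Table S4 are held as dates. The effect would fall on SNPs of low depth. The mean reference share was 39.8% at tillering and 40.1% at heading for SNPs with 20 to 29 reads, 46.1% and 45.3% with 30 to 43 reads, 52.6% and 53.0% with 44 to 79 reads, and 53.8% and 53.6% with 80 or more. No biological explanation was tested for this pattern.

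Of all significant SNPs, 139 of 1519 at tillering and 187 of 1590 at heading had a date-like pair. Across SNPs, which are not independent replicates, the R9308 shares at the 2 stages had a Pearson correlation of 0.384 and a Spearman correlation of 0.379 over all 9325, and of 0.631 and 0.596 over the 5131 with at least 44 reads at both stages. No biological explanation was tested for this difference.

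The excess of biased transcripts towards R9308 went together with the reference base. With at least 44 reads, the significant SNPs where R9308 has the reference base numbered 723 towards R9308 and 179 towards Xieqingzao B at tillering, and those where Xieqingzao B has it 33 and 141. A higher expression of R9308 alleles as the whole cause is argued against by the latter, of which 18.97% were towards R9308 (exact binomial test, two-sided, p = 4.2e-17). In the 169 transcripts with both kinds of SNP, the R9308 share was higher at the SNPs where R9308 has the reference base in 137 and lower in 32 (median difference 6.62 percentage points, exact sign test, p = 1.1e-16), and at heading in 138 and 31 (7.85 points, p = 2.6e-17). Over all SNPs the difference was smaller, with 219 of 364 transcripts higher and 145 lower at tillering (3.11 points, exact sign test, p = 0.00012), and 214 and 150 at heading (2.69 points, p = 0.00093). Reads with the Nipponbare base may thus have been counted more often. The reference share also rose slightly with the number of further differences within 99 bp (Spearman's rho across SNPs 0.0559, p = 6.1e-05 at tillering, and 0.031, p = 0.029 at heading), in line with a small further loss of reads from alleles with several differences. When each SNP was tested against the median share of the SNPs with the same reference parent, the R9308 share was 60.9% at tillering (exact p = 0.00017) and 56.8% at heading (exact p = 0.016), but that correction moves the medians little, 51.1% and 49.4% at tillering, and includes date-like pairs. With at least 44 reads, where the medians were 53.2% and 46.0%, the same correction took the R9308 share from 69.5% to 57.9% at tillering (exact p = 0.012) and from 70.6% to 55.0% at heading (exact p = 0.11). A part of the R9308 excess that is due to expression stays open.

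Of the 363 transcripts called biased at only 1 stage, 66.4% had an unadjusted p of 0.05 or more in the direct test between the stages. A crossing of the threshold without a difference between the stages may therefore account for many of them, and 25 differed after adjustment, of which 16 had a date-like pair. A stage-specific bias stays open for transcripts whose depth is too low to show it.

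The spread of the allele share between SNPs of the same transcript was larger than counting error, with an overdispersion of 0.0149 at tillering and 0.0176 at heading. In simulated data without bias and with an overdispersion of 0.02, the binomial test called 10.6% of the SNPs and the beta-binomial test 0.686%. No biological explanation was tested for this spread.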
